# Retinoic Acid Inhibits Tumor-Associated Mesenchymal Stromal Cell Transformation in Melanoma

**DOI:** 10.3389/fcell.2021.658757

**Published:** 2021-04-06

**Authors:** Qi Lou, Minyi Zhao, Quanhui Xu, Siyu Xie, Yingying Liang, Jian Chen, Lisha Yuan, Lingling Wang, Linjia Jiang, Lisha Mou, Dongjun Lin, Meng Zhao

**Keywords:** MSC, tumor associated MSC, retinoic acid, interleukin-17, interferon-γ, tumor microenvironment

## Abstract

Bone marrow mesenchymal stem/stromal cells (BMSCs) can be transformed into tumor-associated MSCs (TA-MSCs) within the tumor microenvironment to facilitate tumor progression. However, the underline mechanism and potential therapeutic strategy remain unclear. Here, we explored that interleukin 17 (IL-17) cooperating with IFNγ transforms BMSCs into TA-MSCs, which promotes tumor progression by recruiting macrophages/monocytes and myeloid-derived suppressor cells (MDSCs) in murine melanoma. IL-17 and IFNγ transformed TA-MSCs have high expression levels of myelocyte-recruiting chemokines (CCL2, CCL5, CCL7, and CCL20) mediated by activated NF-κB signaling pathway. Furthermore, retinoic acid inhibits NF-κB signaling, decreases chemokine expression, and suppresses the tumor-promoting function of transformed TA-MSCs by prohibiting the recruitment of macrophages/monocytes and MDSCs in the tumor microenvironment. Overall, our findings demonstrate that IL-17 collaborating with IFNγ to induce TA-MSC transformation, which can be targeted by RA for melanoma treatment.

## Introduction

Mesenchymal stem/stromal cells (MSCs) self-renew and differentiate into adipocytes, osteoblasts, and chondroblasts in bone marrow (BM) (Friedenstein et al., 1966, 1976, 1987), where BM MSCs (BMSCs) produce multiple growth factors, including SCF, CXCL12, Ang, and Wnt ligands, to support hematopoiesis (Kfoury and Scadden, 2015). Furthermore, MSCs reside in various tissues, such as liver, heart, adipose tissue, and lymph node to support their tissue homeostasis and regeneration (Uccelli et al., 2008). Additionally, tissue-resident MSCs can regulate immune response by producing various immunoregulatory molecules, such as TGF-β, NOS2, PEG2, and PD-L1 (Jiang and Xu, 2020).

MSCs are also involved in tumor progression (Pietras and Ostman, 2010). Tumor-associated MSCs (TA-MSCs) support tumor cell growth and angiogenesis by secreting multiple growth factors, such as BMP and VEGF (Beckermann et al., 2008; McLean et al., 2011). TA-MSCs also suppress immunosurveillance in the tumor microenvironment by inhibiting adaptive and innate immune cells. TA-MSCs suppress T cells by producing immune suppressive factors, such as NOS2, IDO, and PD-L1 (Ren et al., 2008). More importantly, TA-MSCs can recruit macrophages and myeloid-derived suppressor cells (MDSCs) into the tumor microenvironment through CC-chemokine receptor 2 (CCR2) ligands, including CC-chemokine ligand 2 (CCL2), CCL7, and CCL12 (Ren et al., 2012). The recruited macrophages and MDSCs further suppress immune surveillance and promote tumor growth within the tumor microenvironment to promote tumor growth (Qian and Pollard, 2010; Kumar et al., 2016).

TNFα, a proinflammatory cytokine highly expressed in tumor inflammatory environment, can transform BMSCs to TA-MSCs, which produce high-level CCR2 ligands to promote tumor growth by recruiting monocytes/macrophages (Ren et al., 2012). Interleukin 17 (IL-17) is an important pro-inflammatory cytokine secreted by CD4^+^ Th17 and CD8^+^ Tc17 cells and highly expressed in tumor microenvironment (Miossec et al., 2009). Deletion of IL-17 reduces MDSCs in tumor microenvironment and inhibits tumor growth (He et al., 2010; Wu et al., 2014). However, whether IL-17 participates in TA-MSC transformation to support tumor growth within tumor microenvironment remains unknown. Retinoic acid (RA), a metabolite of vitamin A (Cunningham and Duester, 2015), can induce differentiation of acute promyelocytic leukemia cells (de Thé, 2018). Studies suggest that RA could inhibit solid tumor growth and regulate the tumor microenvironment (Abu et al., 2005; Bolis et al., 2020; Sun et al., 2020). Here, we found that IL-17 incorporating with IFNγ transforms BMSCs into TA-MSCs to promote tumor growth, which is inhibited by RA treatment in melanoma.

## Results

### IL-17 and IFNγ Transform BMSCs Into TA-MSCs to Facilitate Melanoma Progress *in vivo*

To explore the role of IL-17 in transforming BMSCs to TA-MSCs, we investigated the tumor growth co-engrafted with BMSCs and IL-17 transformed MSCs. We subcutaneously inoculated B16F0 melanoma cells with normal BMSCs or BMSCs pretreated with IL-17 and IFNγ, respectively, or jointly into C57BL/6 mice (Figure 1A). The B16F0 melanoma cells with BMSCs, which were pretreated with IL-17 and IFNγ jointly, gave more aggressive tumor growth compared to control B16F0 melanoma cells (5.2-fold increase in tumor weight, and 4-fold increase in tumor size). However, B16F0 melanoma cells with normal BMSCs or BMSCs treated with IL-17 and IFNγ respectively, did not show a significant difference in tumor weight or volume compared to control B16F0 melanoma cells (Figures 1B,C). This indicated that IL-17 incorporated with IFNγ to stimulate the BMSC to TA- MSC transformation, which promoted tumor growth in melanoma. Furthermore, we investigated that whether IL-17 and IFNγ transformed TA-MSCs can recruit monocytes/macrophages and MDSCs. Our FACS assay showed that the myelocytes, including macrophages, monocytes, and neutrophils, were dramatically increased in peripheral blood when melanoma mice were co-inoculated with IL-17 and IFNγ transformed TA-MSCs (1. 5-, 2. 5-, and 1.6-fold increase, respectively) (Figure 1D). However, no significant increase of circulating T cells was observed in mice co- engrafted with pretreated TA-MSCs compared to mice with control melanoma cells (Figure 1E). No significant increase of either myelocytes or T cells was observed in peripheral blood when melanoma mice were co-inoculated with normal BMSCs or BMSCs pretreated with IL-17 or IFNγ individually (Figure 1D). More importantly, the increased macrophages, monocytes, and MDSCs were observed in the tumor microenvironment (2. 5-, 3. 5-, and 1.6-fold increase, respectively) when melanoma mice were co-engrafted with IL-17 and IFNγ transformed TA-MSCs (Figure 1F). However, co-inoculation of normal BMSCs or BMSCs pretreated with IL-17 or IFNγ individually did not increase the numbers of macrophages and monocytes in the tumor microenvironment, and the BMSC induced slight increase of MDSCs was not statistically significant (Figure 1F). Furthermore, tumor-resident T cells were not regulated by control BMSCs or by transformed TA-MSCs (Figure 1G).

**FIGURE 1:**
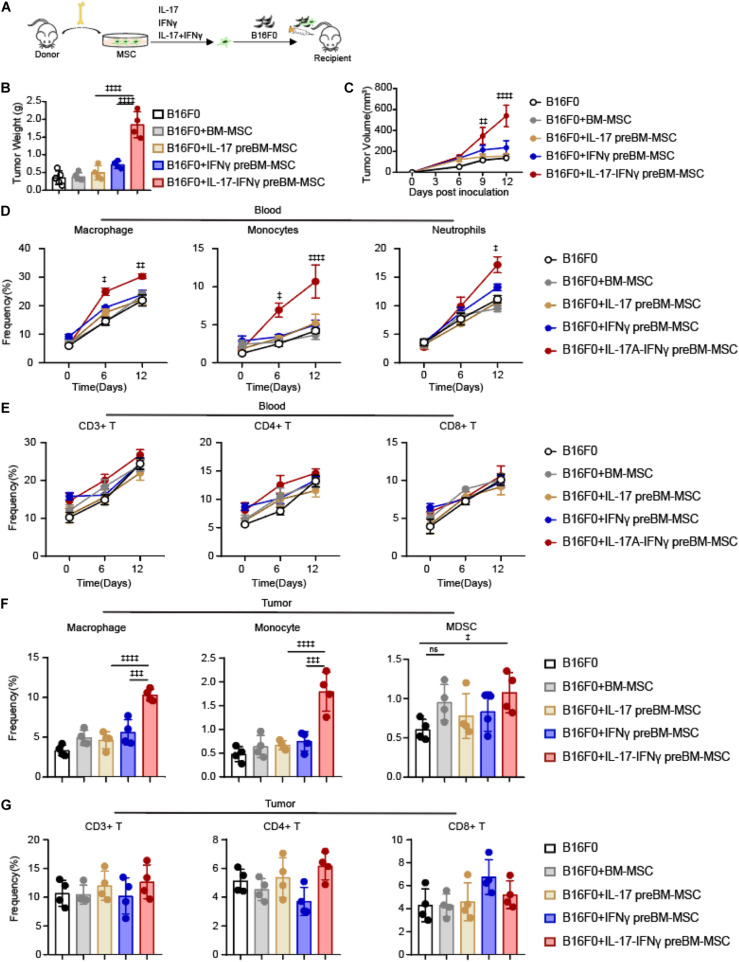
IL-17 and IFNγ transform BMSCs into TA-MSCs to facilitate melanoma progress *in vivo*. **(A)** Schematic depicting the strategy to investigate the tumor-promotion function of IL-17 and IFNγ transformed BMSCs in murine melanoma. **(B,C)** Tumor weight **(B)** and tumor growth curve **(C)** in melanoma mice inoculated with B16F0 cells alone or with IL-17 and/or IFNγ pre-treated BMSCs (*n* = 4–5). **(D,E)** The percentage of circulated macrophages, monocytes, neutrophils **(D)**, and T cells **(E)** in the peripheral blood. **(F,G)** The frequency of resident macrophages, monocytes, MDSCs **(F)**, and T cells **(G)** in the tumor tissues in melanoma mice inoculated with B16F0 cells alone or with IL-17 and/or IFNγ pre-treated BMSCs (*n* = 4). Data represent mean ± *SD* of 3 independent experiments. ^‡^*p* < 0.05, ^‡⁣‡^*p* < 0.01, ^‡⁣‡⁣‡^*p* < 0.001, ^‡⁣‡⁣‡‡^*p* < 0.0001. ns, not significant.

Overall, our observations showed that IL-17 and IFNγ jointly but not individually transformed normal BMSCs into TA-MSCs, and the IL-17 and IFNγ transformed TA-MSCs can recruit myelocytes into the tumor microenvironment to promote tumor growth.

## IL-17 and IFNγ Synergistically Increase Immunoregulatory Genes in BMSCs

To investigated the underlining mechanism that IL-17 and IFNγ transform BMSCs to TA-MSCs, we analyzed the expression of immunoregulatory molecules in BMSCs after IL-17 and/or IFNγ stimulation. Transcriptional analysis showed that IL-17 and IFNγ synergistically increased the expression level of immunosuppressors, such as NOS2, PD-L1, CXCL9, and CXCL10 (1, 711-, 280-, 1, 742-, and 2,035-fold increase, respectively) in transformed TA-MSCs compared to control BMSCs. IFNγ individual treatment also significantly increased the expression of immunosuppressors (106-, 62-, 573-, and 218-fold increase, respectively), however, IL-17 treatment did not show a significant effect on these immunosuppressors (Figure 2A). Furthermore, IL-17 and IFNγ synergistically stimulate a dramatic increase of myelocyte recruiting chemokines, including CCL2, CCL5, CCL7, and CCL20 (218-, 8-, 27-, and 13-fold increase, respectively) in transformed TA-MSCs, although a slight increase was observed in BMSCs after IL-17 treatment (6-, 2-, 4-, and 3-fold increase, respectively) (Figure 2B). No significant increase of myelocyte recruiting chemokines was observed in BMSCs after IFNγ treatment (Figure 2B).

**FIGURE 2:**
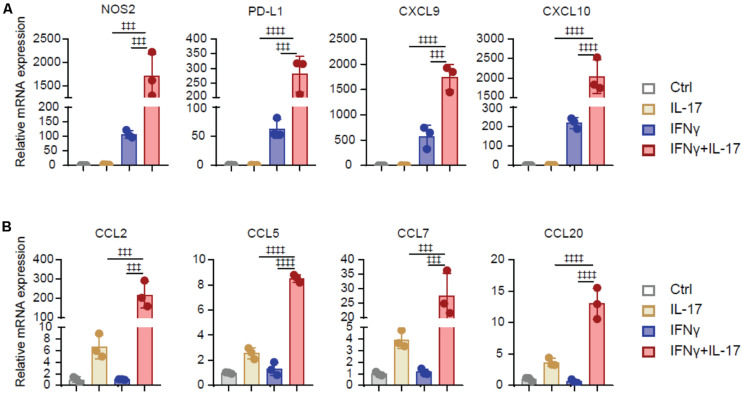
IL-17 and IFNγ synergistically increase immunoregulatory genes in BMSCs. **(A,B)** The relative mRNA expression level of immunoregulatory molecules (NOS2, PD-L1, CXCL9, and CXCL10) **(A)** and myelocyte-recruiting chemokines (CCL2, CCL5, CCL7, and CCL20) **(B)** in the BMSCs treated with IL-17 and IFNγ, respectively, or jointly. Data represent mean ± *SD* of 3 independent experiments. ^‡⁣‡⁣‡^*p* < 0.001, ^‡⁣‡⁣‡‡^*p* < 0.0001. ns, not significant.

Taken together, these data illustrated that IL-17 and IFNγ synergistically increased the expression of immunosuppressive factors and myelocyte recruiting factors in BMSCs, but IL17 or IFNγ individual treatment had a limited effect on TA-MSC transformation.

### RA Inhibits TA-MSC Transformation and Further Suppresses Melanoma Progress *in vivo*

RA inhibits Th17 differentiation (Mucida et al., 2007; Elias et al., 2008), which suggested that RA might inhibit IL-17 signaling. Therefore, we investigated whether RA regulates IL-17 mediated TA-MSC transformation. We simultaneously supplied RA during IL-17 and IFNγ mediated TA-MSC transformation, and further performed co-engrafted cell-derived xenograft experiments with B16F0 melanoma cells and transformed TA-MSCs or RA treated TA-MSCs (Figure 3A). Intriguingly, RA supplement dramatically inhibited the tumor-promoting capacity of IL-17 and IFNγ transformed TA-MSCs, which had 68% reduction in tumor weight (Figure 3B) and 53% reduction in tumor volume compared to TA-MSCs without RA treatment (Figure 3C). To explore the underline mechanism, we further analyzed the myelocytes in peripheral blood and tumor microenvironment. We surprisingly found that RA remarkably inhibited the myelocyte recruiting function of TA-MSCs, with 64% decrease of macrophages, 53% decrease of monocytes, and 89% decrease of neutrophils in peripheral blood (Figure 3D). More importantly, RA- treated TA-MSCs completely failed to recruit macrophages, monocytes, and MDSCs into the tumor microenvironment (85, 83, and 108% decrease, respectively) (Figure 3F). Consistent with our previous observation, no significant change of circulating T cells (Figure 3E) or tumor-resident T cells (Figure 3G) was observed in mice co-engrafted with TA-MSCs or RA treated TA-MSCs compared to mice with control BMSCs.

**FIGURE 3:**
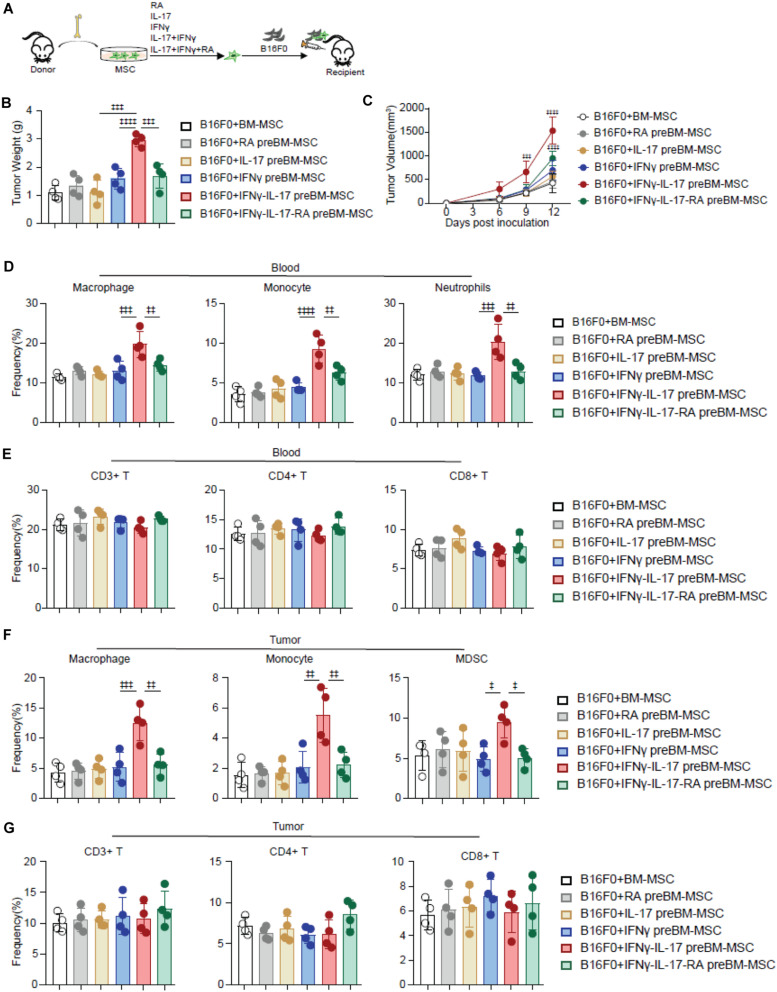
RA inhibits TA-MSC transformation and suppresses TA-MSC mediated melanoma progress *in vivo*. **(A)** Schematic depicting the strategy to investigate the inhibition role of RA on IL-17 and IFNγ mediated TA-MSC transformation. **(B,C)** Tumor weight **(B)** and tumor growth curve **(C)** of mice inoculated with B16F0 cells, and B16F0 cells with BMSCs with indicated treatment (*n* = 4–5). **(D,E)** The percentage of circulated macrophages, monocytes, neutrophils **(D)**, and T cells **(E)** in the peripheral blood. **(F,G)** The frequency of macrophages, monocytes, MDSCs **(F)** and T cells **(G)** in the tumor microenvironment of mice inoculated with B16F0 cells, and B16F0 cells with BMSCs with indicated treatment at 12 days after tumor cell inoculation (*n* = 4). Data represent mean ± *SD* of 3 independent experiments. ^‡^*p* < 0.05, ^‡⁣‡^*p* < 0.01, ^‡⁣‡⁣‡^*p* < 0.001, ^‡⁣‡⁣‡‡^*p* < 0.0001. ns, not significant.

Overall, our data demonstrated RA treatment significantly blocked IL-17 and IFNγ mediated TA-MSC transformation in promoting tumor growth in melanoma.

### RA Inhibits IL-17-Stimulated Myelocyte-Recruiting Chemokine Expression in BMSCs Through Inhibiting NF-κB Signaling Pathway

To explore the molecular mechanism that RA suppressed IL-17 and IFNγ mediated TA-MSC transformation, we first analyzed the expression of immunoregulatory molecules in IL-17 and IFNγ transformed TA-MSCs. Intriguingly, RA completely blocked the increase of myelocyte recruiting chemokines expression, including CCL2, CCL5, CCL7, and CCL20, in IL-17 and IFNγ transformed TA-MSCs (Figure 4A). We also noticed that IL-17 treatment alone also slightly increased myelocyte recruiting chemokines expression, which was also completely blocked by RA treatment (87, 89, 90, and 83% reduction) (Figure 4B). However, RA did not inhibit the immunosuppressive molecule expression, including NOS2, PD-L1, CXCL9, CXCL10 (Figure 4C). This indicated that RA inhibited TA-MSC transformation mainly by blocking their ability to recruit myelocytes for tumor-promoting.

**FIGURE 4:**
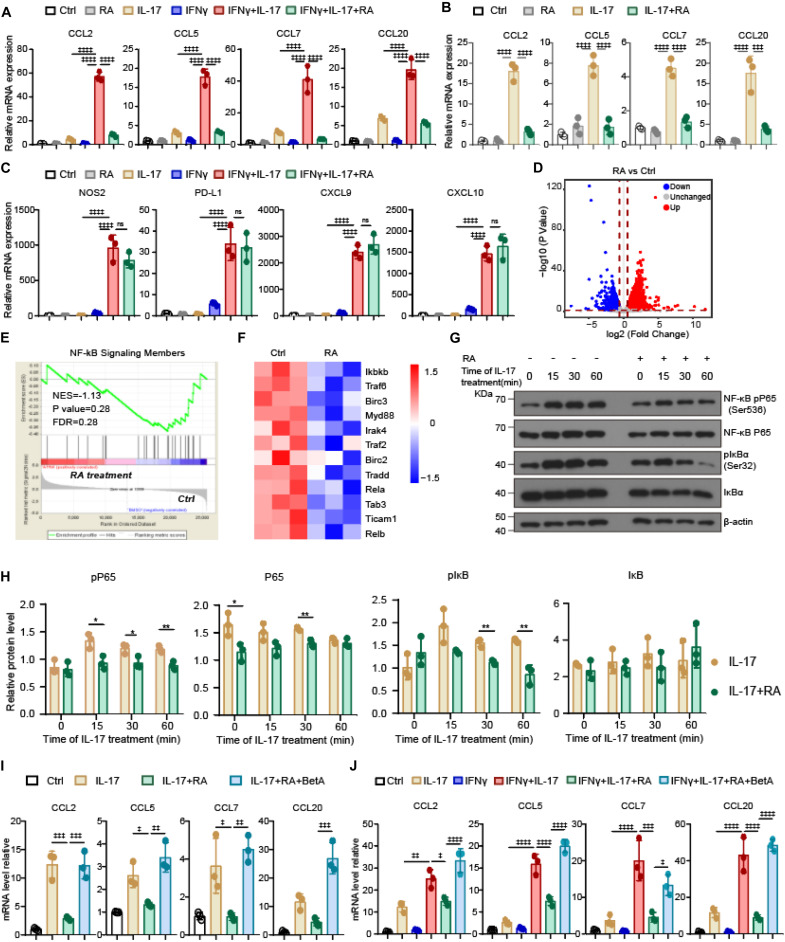
RA inhibits IL-17-stimulated myelocyte-recruiting chemokine expression in BMSCs through inhibiting NF-κB signaling pathway. **(A)** The relative mRNA expression level of myelocyte-recruiting chemokines (CCL2, CCL5, CCL7, and CCL20) in the IL-17 and IFNγ pre-treated BMSCs with or without RA treatment as indicated. **(B)** The relative mRNA expression level of myelocyte-recruiting chemokines in the BMSCs after IL-17 treatment with or without the RA treatment as indicated. **(C)** The relative mRNA expression level of immunoregulatory molecules (NOS2, PD-L1, CXCL9, and CXCL10) in the IL-17 and IFNγ pre-treated BMSCs with or without RA treatment as indicated. **(D)** Volcano plots illustrating the biological and statistical significance of genes between BMSCs with and without RA treatment. Upregulated genes are highlighted in red, unchanged genes are highlighted in gray, and downregulated genes are highlighted in blue. **(E)** Signature enrichment plots from GSEA using NF-κB pathway gene-set in BMSCs treated with and without RA. The enriched *p*-value is derived from Fisher’s exact test. **(F)** A heatmap revealed NF-κB-pathway gene expression changes after RA treatment in BMSCs. The rows show *Z*-scores calculated for each gene. **(G,H)** Immunoblotting analysis of key NF-κB pathway elements in the BMSCs exposed to IL-17 with or without the RA treatment as indicated. **(I)** The relative mRNA expression of myelocyte-recruiting chemokines in BMSCs treated by IL-17, RA, and BetA as indicated. **(J)** The relative mRNA expression of myelocyte-recruiting chemokines in BMSCs treated by IFNγ, IL-17, RA, and BetA as indicated. Data represent mean ± *SD* of 3 independent experiments. * or ^‡^*p* < 0.05, ** or ^‡⁣‡^*p* < 0.01, ^‡⁣‡⁣‡^*p* < 0.001, ^‡⁣‡⁣‡‡^*p* < 0.0001. ns, not significant.

To understand the molecular mechanism that RA inhibits IL-17 signaling to suppress myelocyte recruiting chemokine expression, we performed transcription analysis for BMSCs under RA treatment. 

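RNA of mouse BMSCs, as the paper names its adherent cells cultured from bone marrow, was sequenced without IL-17 or IFNγ. There were 3 control libraries (treated with the solvent DMSO) and 3 libraries treated with all-trans RA. The paper's methods give 100 nM RA for 24 h for these samples, while the sample labels give 1 μM for 48 h, and the paper's section on RNA isolation gives 6 h for BMSCs treated with cytokines or drugs. The labels also speak of 2 biological replicates, although 3 libraries per group were deposited and Fig. 4F shows 3 columns per group. The authors deposited the number of reads on each gene, without normalization, for 25722 genes named by Ensembl identifiers, and every listed gene had a read in at least 1 library. The aligner, the counting program and the genome build are not named in the paper's text or the labels. The control libraries held 14737636, 18511905 and 15032502 counts (replicates 1 to 3) and the RA-treated libraries 17362532, 15377032 and 14961550, so that 3 counts corresponded to between 0.162 and 0.204 CPM (counts scaled to a common library total) in a library. The 10 highest genes took between 6.85% and 7.93% of the counts. All 6 libraries were kept as separate samples: the chi-square per degree of freedom between replicates of one group ranged from 4.88 (control 1 and 3) to 91.8 (control 1 and 2), where sampling noise alone gives about 1. Such values argue against copied libraries, but cannot exclude that control 1 and control 3 came from one culture. In that case n = 3 would overstate the number of replicates. From these counts, 13842 genes passed the expression filter of edgeR. The counts were scaled by the TMM method, and differential expression was tested with edgeR's quasi-likelihood test over all 6 libraries, with Benjamini-Hochberg adjustment. The libraries did not fall together by treatment. The first principal component of the 1000 most variable genes, with 57.2% of their variance, parted control 2, RA-treated 1 and RA-treated 2 (library set 1) from control 1, control 3 and RA-treated 3 (library set 2). On the second component, with 21.8%, RA-treated libraries lay above the controls of their own set. In set 1 the values were -5.31 and 25.63 after RA against -27.06. In set 2 they were 17.12 after RA against -5.01 and -5.37. Across all tested genes, the Pearson correlation of log2 CPM was between 0.962 and 0.991 for libraries of one set and between 0.944 and 0.961 for libraries of different sets. Neither the labels nor the paper give a batch or date for the libraries. Values within each set are therefore given beside the pooled ones, although set 1 held 1 control library and set 2 held 1 RA-treated library, so that no spread can be given within them for that group. The median of 14 macrophage marker genes stood at or above the 99.1 percentile of tested genes in every library. Which cell types the values come from is therefore not settled.

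**Figure D1:**
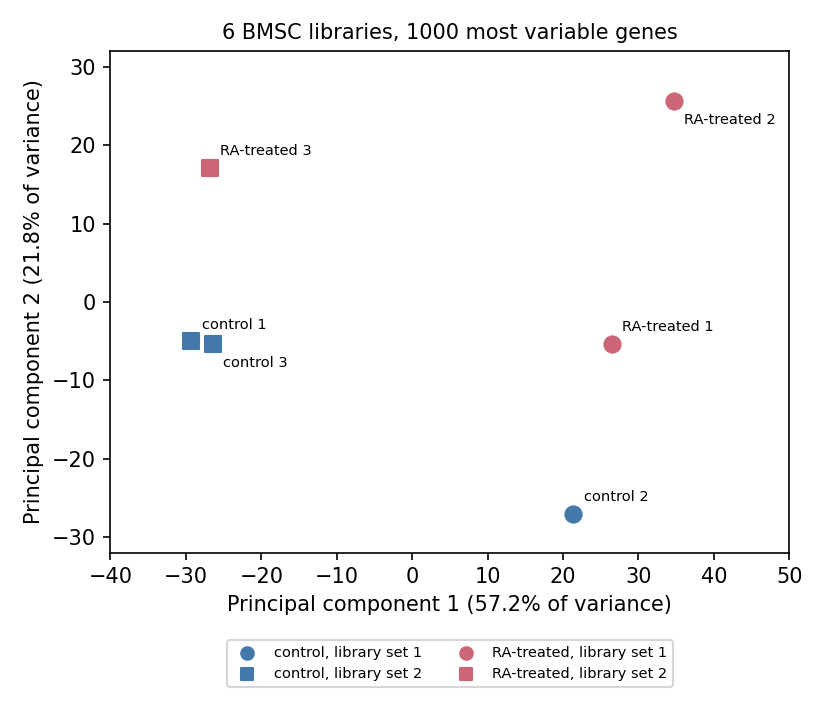
The 6 BMSC libraries on the first 2 principal components of log2 CPM of the 1000 most variable genes, with colour for treatment and shape for library set. Control 2 lies with RA-treated 1 and RA-treated 2 at positive values of the first component, and RA-treated 3 lies with control 1 and control 3 at negative values.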

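Of the 13842 genes tested, 6 were differentially expressed between RA-treated and control BMSCs at an adjusted p under 0.05 and a change of at least 1.5-fold, 5 of them upregulated and 1 downregulated, and 727 genes had an unadjusted p under 0.05. In 12.6% of the genes all 3 RA-treated libraries lay on one side of all 3 controls, where chance gives 10%. With an unadjusted p and the same fold threshold, the setting that moved the counts most among those chosen beforehand, 295 genes were upregulated and 196 downregulated. DESeq2 in place of edgeR gave 98 upregulated and 38 downregulated genes, and edgeR's likelihood ratio test gave 93 and 41. A fit with the library set as a covariate, added after the data were examined, gave 103 upregulated and 110 downregulated genes. With the replicate number as a block, 4 genes were upregulated and 0 downregulated, and the deviations of same-numbered libraries from their group means had correlations across genes of -0.51, 0.343 and 0.572 for replicates 1, 2 and 3, against a mean of -0.0935 for libraries with different numbers. The gene with the smallest p was Cyp26b1 (ENSMUSG00000063415, chromosome 6 of GRCm38 from 84571414 to 84593908), which encodes an enzyme that degrades RA. It rose from 5.20 ± 0.670 CPM (SD, n = 3) in control BMSCs to 106.8 ± 18.4 (SD, n = 3) after RA, a log2 fold change of 4.35 (standard error 0.19, adjusted p = 0.00207 from edgeR's quasi-likelihood test). The log2 fold change of Cyp26b1 was 4.26 within library set 1 and 4.14 within set 2. Cd38 (ENSMUSG00000029084, chromosome 5 from 43868553 to 43912375) rose from 8.76 ± 1.06 to 47.0 ± 6.60 CPM (log2 fold change 2.43, standard error 0.17, edgeR adjusted p = 0.0202). Piezo2, Prss35 and Adamts15 rose with log2 fold changes of 2.10, 2.83 and 5.54 (edgeR adjusted p = 0.0243, 0.0412 and 0.0412). Adamts15 had only 2, 4 and 5 counts in the 3 control libraries, so the size of its change is uncertain. The downregulated gene, Igsf10, fell from 7.77 ± 0.985 to 1.33 ± 0.249 CPM (log2 fold change -2.54, standard error 0.24, edgeR adjusted p = 0.0434). All 6 genes changed by at least 1.5-fold in the same direction in both library sets. With the replicate block, Cyp26b1, Adamts15 and Prss35 kept an adjusted p under 0.05 (0.00551, 0.0171 and 0.0395 with edgeR), while Cd38, Piezo2 and Igsf10 did not (0.072, 0.113 and 0.202).

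**Figure D2:**
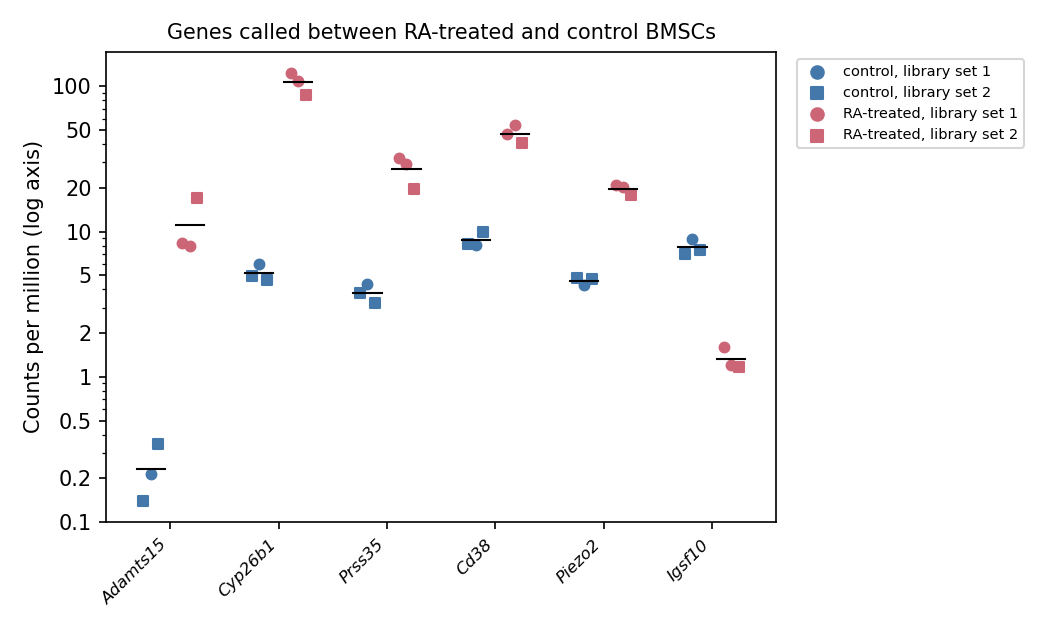
CPM, on a log axis, of the 6 genes called between RA-treated and control BMSCs in each of the 6 libraries, with black lines for group means (n = 3). For every gene the RA-treated libraries lie on one side of the control libraries, in both library sets.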

Our RNA sequencing (RNA-seq) analysis successfully detected 14,423 genes, in which 1,474 genes were upregulated and 1,393 genes were downregulated in BMSCs after RA treatment (Figure 4D). We noticed that NF-κB pathway, which stimulates CCL2 release in TA-MSCs (Katanov et al., 2015), was inhibited in BMSCs upon RA treatment (Figure 4E). 

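The hallmark gene set named in the methods was not used here. GSEA was run on a list of 47 genes of the NF-κB pathway and a list of NF-κB target genes, both written before the data were examined, with the 1000 gene-set permutations of the paper's methods. Genes were ranked by signal-to-noise, the metric named on the axis of Fig. 4E, computed here on log2 values without a floor on the SD. Genes of the pathway ranked toward lower expression after RA, with a normalized enrichment score of -1.94 (gene-set permutation p = 0.001, the smallest that 1000 permutations can give). Their median log2 fold change was -0.10 (limma's camera test against all other genes, unadjusted p = 0.00148), and 34 of the 47 genes were lower and 13 higher. Of these 47 genes, 0 had an edgeR adjusted p under 0.05, over all genes tested or over the list alone, and 5 had an unadjusted p under 0.05. The lowest and highest log2 fold changes in the list were -0.97 and 0.47. The highest was that of Tlr4, which had the smallest unadjusted edgeR p of the list (0.00788) and rose in both library sets. A lower median of the members' RNA does not by itself measure the activity of the pathway. Of the 56 NF-κB target genes, 51 were tested. Their normalized enrichment score was -1.45 (gene-set permutation p = 0.0386), and their median log2 fold change was -0.21 (limma's camera test, unadjusted p = 0.0462). Genes such as Relb, Nfkb2 and Nfkbia were in both lists, so the results of the lists are not independent. Gene-set permutation treats genes as independent, which co-regulated genes are not. With limma's fry, a rotation test of the list alone, the p of the members was 0.0728 and that of the targets 0.448. With the replicate block, the scores from paired differences were -2.02 for the members (gene-set permutation p = 0.00437) and -1.43 for the targets (p = 0.0611 by permutation), and the median log2 fold changes were -0.11 and -0.17 (camera p = 0.00156 and 0.0403, limma). Without control 2 the targets' score was -0.82 (gene-set permutation p = 0.756) and their median 0.13, while the members' score was -1.74 (gene-set permutation p = 0.00242) and their median -0.14. Over the 6 fits that each left out one library the targets' score ran from -1.50 to -0.82. Its gene-set permutation p was also above 0.05 without control 1 (0.171), RA-treated 2 (0.158) or RA-treated 3 (0.268). It was 0.0225 without control 3 and 0.0332 without RA-treated 1 (gene-set permutation). With the library set as a covariate, a fit added after the data were examined, the members' score was -1.51 (gene-set permutation p = 0.0309) and the targets' score -1.80 (gene-set permutation p = 0.0129), with medians of -0.12 and -0.27. Within library set 1 the median log2 fold change was -0.14 for the members and -0.40 for the targets, and within set 2 it was -0.07 and -0.11. The direction held in both sets for 28 of the 47 members and for 32 of the 51 targets, which were lower after RA in each.

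**Figure D3:**
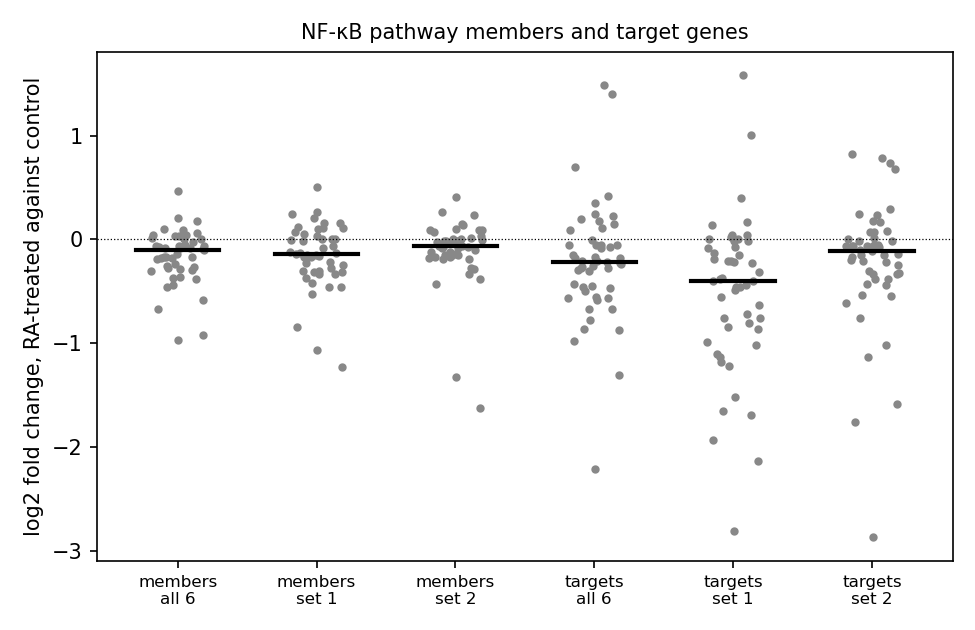
Log2 fold change between RA-treated and control BMSCs for each gene of the lists of NF-κB pathway members and target genes, over all 6 libraries and within each library set, with black lines for the medians. The medians lie between -0.40 and -0.07, and single genes lie on both sides of 0.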

Strikingly, major NF-κB pathway elements were downregulated in BMSCs after RA treatment (Figure 4F). Furthermore, RA treatment significantly inhibited IL-17 stimulated phosphorylation of RalA-p65 and IκBα, two key molecules in NF-κB pathway, in BMSCs (Figures 4G,H). This indicated that RA might inhibit NF-κB pathway to suppress the expression of myelocyte recruiting chemokines in IL-17 transformed TA-MSCs. 

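The 12 genes shown in Fig. 4F were all tested. Of these, 10 had a lower mean after RA and 2 (Irak4 and Tab3) a slightly higher one, with log2 fold changes between -0.46 and 0.04 and a median of -0.19. In the edgeR test 0 of the 12 genes had an adjusted p under 0.05, the smallest being 0.795, and none had an unadjusted p under 0.05. With the p-values adjusted over the 12 genes alone, 0 were under 0.05, and with the replicate block 0 were. Rela, which encodes p65 (chromosome 19 of GRCm38 from 5637483 to 5648130), went from 132.5 ± 16.6 CPM (SD, n = 3) in control BMSCs to 103.1 ± 20.7 (SD, n = 3) after RA, a log2 fold change of -0.36 (standard error 0.18, edgeR adjusted p = 0.795). Relb had the lowest log2 fold change, -0.46 (standard error 0.30, edgeR adjusted p = 0.795), with 71.2 ± 17.3 CPM in control and 51.8 ± 18.4 in RA-treated BMSCs, so the difference was about as large as the spread between replicates. All 3 RA-treated libraries lay below all 3 controls for Myd88 and Traf2. Myd88 went from 103.4 ± 4.82 to 90.5 ± 3.27 CPM (log2 fold change -0.19) and Traf2 from 34.7 ± 2.56 to 28.3 ± 3.93 (log2 fold change -0.30). For a single gene the smallest p that an exact permutation test of 3 libraries against 3 allows is 0.10, two-sided. Tradd differed among the RA-treated libraries, with 31.0, 14.7 and 35.3 CPM in replicates 1 to 3. Within library set 1, 7 of the 12 genes were lower after RA, and within set 2, 9 were, with 7 lower in both. Irak4, Birc2 and Traf6 were slightly higher after RA within both sets. Traf6, at -0.03, changed sign with scaling by library size alone, to 0.01, which is no more than the shift of the median of all 13842 genes from -0.02 to 0.03. From the enrichment plot and the heatmap, the paper reasons that RA inhibits the NF-κB pathway in BMSCs, and with its immunoblots of p65 and IκBα it proposes that this lowers the myelocyte-recruiting chemokines.

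**Figure D4:**
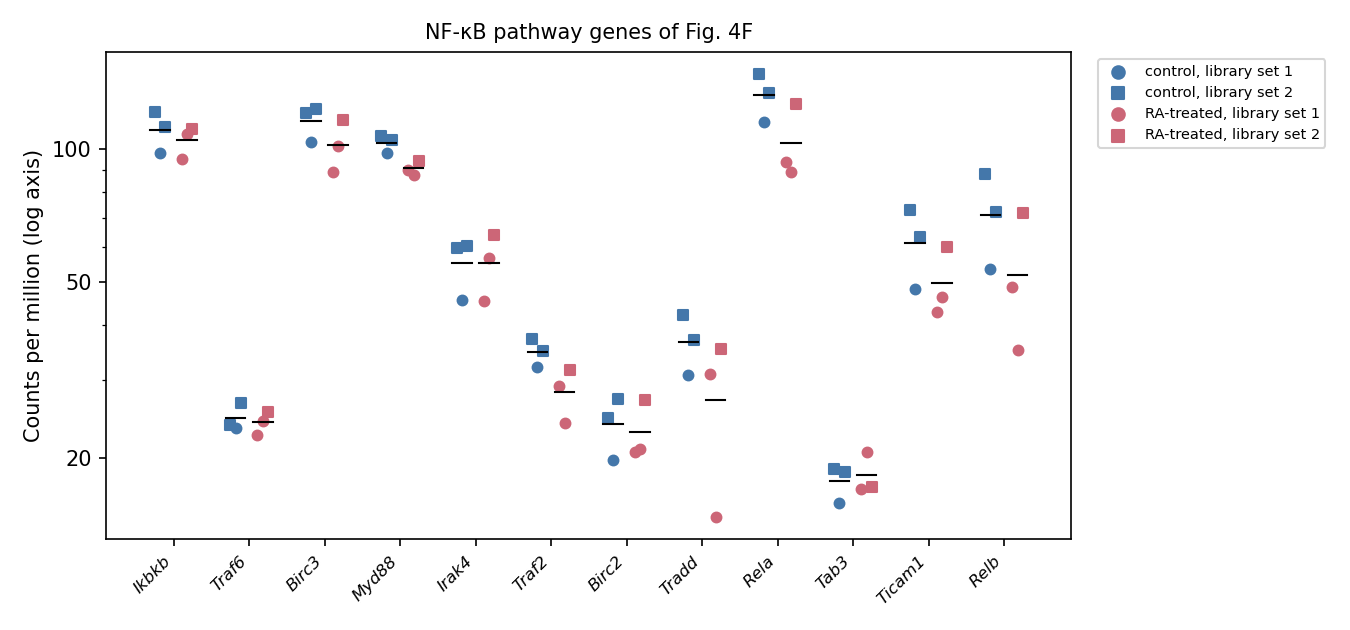
CPM, on a log axis, of the 12 NF-κB pathway genes of Fig. 4F in each of the 6 BMSC libraries, with black lines for group means (n = 3). The groups overlap for all of the genes but Myd88 and Traf2, and in most genes the libraries of set 2 lie above those of set 1.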

To confirm this, we employed NF-κB specific activator, betulinic acid (BetA) (Kasperczyk et al., 2005), to rescue the suppressed NF-κB signaling in IL-17 transformed TA-MSCs upon RA treatment. Notably, BetA treatment completely rescued the expression of CCL2, CCL5, CCL7, and CCL20 in IL-17 transformed TA-MSCs under RA treatment (Figure 4I). The rescue effect was also observed in IL-17 and IFNγ transformed TA-MSCs (Figure 4J).

Taken together, our data showed that IL-17 activates NF-κB pathway to upregulate myelocyte recruiting chemokines in TA-MSCs, and the TA-MSC transformation was significantly blocked by RA treatment due to inhibition of NF-κB signaling pathway.

### RA Inhibits TNFα Mediated Chemokine Expression in TA-MSCs by Blocking NF-κB Signaling Pathway

TNFα transforms TA-MSCs through upregulating myelocyte recruiting chemokines (Ren et al., 2012), therefore, we asked whether RA inhibits TNFα mediated TA-MSC transformation. Interestingly, RA treatment significantly blocked the upregulation of CCL2, CCL5, CCL7, and CCL20 in TNFα treated BMSCs (61, 85, 52, and 58% decrease, respectively) (Figure 5A). Consistently, the RA mediated myelocyte recruiting chemokine expression inhibition was also observed in TNFα and IFNγ treated BMSCs (65, 77, 79, and 76%, decrease, respectively) (Figure 5B). However, we did not observe that RA significantly inhibited immunoregulatory molecules, including NOS2, PD-L1, CXCL9, and CXCL10, which were stimulated by TNFα and IFNγ in BMSCs (Figure 5C). This is consistent with the previous report that TNFα educated TA-MSCs to recruit macrophages to promote tumor growth (Ren et al., 2012).

**FIGURE 5:**
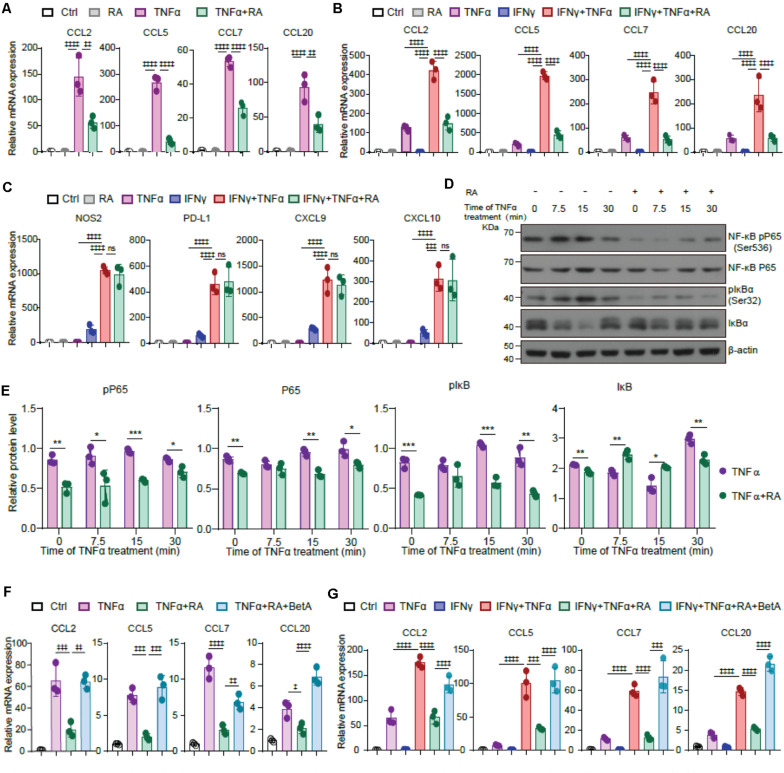
RA inhibits TNFα mediated chemokine expression in TA-MSCs by blocking NF-κB signaling pathway. **(A)** The mRNA expression of myelocyte-recruiting chemokines (CCL2, CCL5, CCL7, and CCL20) in BMSCs treated with TNFα and RA as indicated. **(B,C)** The relative mRNA expression of myelocyte-recruiting chemokines **(B)** and immunoregulatory molecules (NOS2, PD-L1, CXCL9, and CXCL10) **(C)** in the TNFα and IFNγ treated BMSCs with or without the RA treatment as indicated. **(D,E)** Immunoblotting analysis of NF-κB RelA p65, IκBa, and pIκBa (Ser32) in the BMSCs exposed to TNFα and RA as indicated. **(F)** The relative mRNA expression of myelocyte-recruiting chemokines in BMSCs treated by TNFα and RA with or without the BetA as indicated. **(G)** The relative mRNA expression of myelocyte-recruiting chemokines in BMSCs treated by IFNγ, TNFα, RA, and BetA as indicated. Data represent mean ± *SD* of 3 independent experiments. ^∗^*p* < 0.05, ^∗∗^ or ^‡⁣‡^*p* < 0.01, ^∗∗∗^ or ^‡⁣‡⁣‡^*p* < 0.001, ^‡⁣‡⁣‡‡^*p* < 0.0001. ns, not significant.

As NF-κB pathway is critical to CCL family regulation in IL-17 transformed TA-MSCs, we next investigated the role of NF-κB pathway in TNFα mediated TA-MSC transformation. Consistently, we observed that TNFα treatment activated NF-κB pathway in BMSCs, which was evidenced by the activation of NK-κB pP65 and pIκBα, which was coupled with the reduction of IκBα, at 7.5–15 min after TNFα treatment. Notably, RA treatment remarkably attenuated the activation of NFκB pathway in BMSCs under TNFα treatment (Figures 5D,E). More importantly, NF-κB activator, BetA, completely rescued the decrease of CCL2, CCL5, CCL7, and CCL20 under RA treatment in TNFα educated BMSCs (Figure 5F) and BMSCs treated with TNFα and IFNγ simultaneously (Figure 5G).

Taken together, these data demonstrated that RA inhibited NF-κB pathway to suppress the expression of myelocyte chemokines in TNFα educated TA-MSCs.

## Discussion

BMSCs can be transformed into TA-MSCs, which is featured by producing high-level CCR2 ligands to recruit monocytes/macrophages and MDSCs in promoting tumor growth (Ren et al., 2012; Wang Y. et al., 2014; Lin et al., 2016). Tumor proinflammatory cytokine, TNFα, efficiently transforms BMSCs into TA-MSCs and promotes tumor growth in lymphoma, melanoma, and breast carcinoma (Ren et al., 2012; Katanov et al., 2015). IL-17 is involved in inflammatory process and enhances the expression of an immunosuppressive molecule, NOS2, in murine hepatitis (Oukka, 2008; Han et al., 2014). However, unlike innate immune cell generated TNFα, IL-17 is derived from T cells (Oukka, 2008). IL-17 has both pro-tumor and anti-tumor effects. IL-17 inhibits tumor progression and metastasis in melanoma and colon cancer by promoting the function of T cells and NK cells (Kryczek et al., 2009; Martin-Orozco et al., 2009). However, growing evidences show that IL-17 promotes tumor growth in various solid tumors, including melanoma, breast cancer, colon cancer, and hepatocellular carcinoma (Wang et al., 2009; Grivennikov et al., 2012; Coffelt et al., 2015; Gomes et al., 2016). Genetic evidence shows that IL-17 can directly promote proliferation of transformed colonic epithelial cells tumor through its type A receptor (IL-17RA) (Wang K. et al., 2014). Here, we found that IL-17 cooperating with IFNγ to transform TA-MSCs in supporting tumor growth in melanoma. These suggested that blocking IL-17 signaling may inhibit melanoma cells through multiple mechanisms. Out work also suggested that adaptive immune cells can modulate the protumorigenic function of TA-MSCs, which recruits macrophages to support tumor growth (Ren et al., 2012). Intriguingly, we observed that IL-17 treatment alone cannot efficiently transform BMSCs to TA-MSCs, due to the less myelocyte recruiting chemokine expression, and limited ability to recruit macrophages and MDSCs. However, IFNγ remarkably strengthened the myelocyte recruiting chemokines upregulation ability of IL-17, therefore IFNγ and IL-17 synergistically promoted BMSC to TA-MSC transformation. Moreover, TNFα induces cell necroptosis and apoptosis (Locksley et al., 2001; Kalliolias and Ivashkiv, 2016), therefore TNFα transformed TA-MSCs may have limited ability to promote tumor growth. However, IL-17 promotes cell proliferation (Wu et al., 2014), presumably, IL-17 transformed TA-MSCs may have greater efficiency to promote tumor growth. Accordingly, high IL-17 level is observed in colon cancer, skin cancer, and lung cancer patients with poor clinical outcome (Marshall et al., 2016; Razi et al., 2019; Bellone et al., 2020). Recent work showed that IL-17 also regulates the protumorigenic function of cancer-associated fibroblasts (CAFs) (Mucciolo et al., 2021), which are also transformed from normal BMSCs (Quante et al., 2011). Therefore, further studies are warranted to determine the discrepancy between TA-MSCs and CAF in regulating melanoma.

ATRA has revolutionized the treatment of acute promyelocytic leukemia (de Thé, 2018). However, the application of ATRA in solid tumors remains to be explored. RA can inhibit tumor cell proliferation in melanoma (Edward and MacKie, 1989; Zhang and Rosdahl, 2005; Li and Han, 2020) and promote immune surveillance in breast cancer, colorectal cancer, and melanoma by influencing the metabolism of MDSCs, upregulating genes related to immune response, and supporting the survival of tumor-specific CD8^+^ T cells (Guo et al., 2012; Paroni et al., 2020; Sun et al., 2020). Conversely, RA treatment was also reported to benefits tumor progression in sarcoma and chronic lymphocytic leukemia (CLL) by promoting the pro-tumoral differentiation of intertumoral monocytes in sarcoma and increasing CD38 expression in CLL cells (Chen et al., 2018; Devalaraja et al., 2020). Our study showed that RA treatment almost completely inhibited the increase of myelocyte recruiting ability of IL-17 and IFNγ transformed TA-MSCs, although it barely influenced the expression of the immunosuppressive molecules induced by IFNγ. RA treatment successfully inhibited the BMSC to TA-MSC transformation and significantly inhibited tumor growth in melanoma, which opens an avenue for tumor microenvironment targeting therapy.

Both IL-17 and TNFα can activate NF-κB signaling pathway (Sugita et al., 2002; Taniguchi and Karin, 2018) and we confirmed that NF-κB signaling pathway was activated in BMSCs under IL-17 or TNFα treatment. Moreover, NF-κB pathway activation is proved to be important for the paracrine function of tumor-derived-MSCs and cancer-associated fibroblasts in lung cancer and breast cancer in secreting CCL2, IL-6, and IL-8 in the tumor microenvironment (Katanov et al., 2015; Li et al., 2016; Bai et al., 2017; Su et al., 2018). RA is shown to inhibit NF-κB pathway in LPS-stimulated monocytes and renal cells through RARα-STAT1-dependent or TLR4-dependent mechanisms (Austenaa et al., 2009; Sierra-Mondragon et al., 2018). Our finding showed that RA inhibited NF-κB pathway in IL-17- or TNFα-treated BMSCs, which indicates that RA inhibits proinflammatory-factor-mediated BMSC to TA-MSC transformation by inhibiting NF-κB pathway. Indeed, NF-κB pathway activator completely recovered the TA-MSC transformation, which was inhibited by RA treatment in TNFα or IL-17 transformed TA-MSCs. NF-κB promotes tumor growth (Barcellos-de-Souza et al., 2016; Yu et al., 2017). Consistently, our work showed that NF-κB stimulated the tumor supporting function of TA-MSCs. Although IL-17 is considered as a modest activator of NF-κB pathway (Shen and Gaffen, 2008), evidence suggest that IL-17 activates NF-κB through multiple avenues, such as mitogen-activated protein kinase (MAPK) pathway and transforming growth factor β-activated kinase (TAK)1 (Amatya et al., 2017).

Collectively, our study identified IL-17 can educate healthy BMSCs into TA-MSCs, and uncovered a new therapeutic approach to target TA-MSCs by RA. This finding may extend the mechanism and application of RA in tumor therapy.

## Materials and Methods

### Reagents and Mice

Murine IFNγ (315-05-100), IL-17A (210-17) were purchased from PEPROTECH. Murine TNFα (410-MT) was purchased from R&D Systems. Retinoic acid (PHR1187) was purchased from Sigma-Aldrich. Betulinic acid (BetA, HY-10529) was purchased from MedChemExpress. Monoclonal antibodies to CD11b (M1/70), F4/80 (BM8), and Ly6G (17-5931-82) were purchased from eBioscience and Gr-1 (RB6-8C5) was purchased from BioLegend. Primary antibodies for western blotting against P65 (rabbit, 1:1,000, 8,242), pP65 (Ser536) (rabbit, 1:1,000, 3,033), IκBα (rabbit, 1:1,000, 4,812), pIκBα (Ser32) (rabbit, 1:1,000, 2,859), β-actin (rabbit, 1:1,000, 4,970) were purchased from Cell Signaling Technology.

C57BL/6 mice were bred under specific pathogen-free conditions in the animal facility of Sun Yat-sen university. All animal protocols were approved by our Institutional Animal Care and Use Committee.

### Cell Culture

BMSCs were isolated from the tibia and femur bone marrow of C57BL/6 mice following the protocol described in the previous reference (Ren et al., 2012). Cells were maintained in DMEM low-glucose medium (10-014-CVR, CORNING) supplemented with 20% fetal bovine serum (12483020, Gibco), 2% penicillin-streptomycin (SV30010, Invitrogen) and 10 μM ROCK inhibitor (S1049, Selleck) in the adhesive petri dishes. All non-adherent cells were removed after 24 h, and adherent cells were maintained. To obtain MSC clones, cells maintained in 10 cm dishes at 80–90% density were harvested and seeded into 6-well plates at a density of 5 × 10^5^ cells/well. Cells were used before the 3rd passage. B16F0 cells were maintained in DMEM high-glucose medium (10-013-CVR, CORNING) supplemented with 10% FBS and 1% penicillin-streptomycin.

### RNA Isolation and Gene Expression Assay

Before RNA isolation, BMSCs were incubated with or without cytokines of (50 ng ml^–1^ IL-17, 10 ng ml^–1^ IFNγ, and 10 ng ml^–1^ TNFα) or drugs (100 nM RA and 10 μg ml^–1^ BetA), respectively, or jointly for 6 h (Han et al., 2014; Song et al., 2015). Total mRNA was isolated with MagZol^TM^ Reagent (R4801-03, Magen) according to the manufacturer’s instruction. mRNA purity and quantity were determined with NanoDrop (Thermo Scientific) before qPCR and RNA-seq analysis. For Real-Time qPCR, cDNA was synthesized from mRNA by using the TransScript All-in-One First-Strand cDNA Synthesis SuperMix for qPCR (One-Step gDNA Removal) Kit (AT341, Transgen). Quantitative Real-Time PCR was performed on Bio-Rad CFX96 Touch^TM^ Real-Time PCR Detection system with SYBR Green I Master Mix reagent (11203ES03, YEASEN). Sequences of forward and reverse primer pairs are as follows:

**Table:** 

**Gene**	**Forward primer**	**Reverse primer**
	**sequence (5′-3′)**	**sequence (5′-3′)**
Nos2	GTTCTCAGCCCAACAATACAAGA	GTGGACGGGTCGATGTCAC
PD-L1	GCTCCAAAGGACTTGTACGTG	TGATCTGAAGGGCAGCATTTC
Cxcl9	TCCTTTTGGGCATCATCTTCC	TTTGTAGTGGATCGTGCCTCG
Cxcl10	CCAAGTGCTGCCGTCATTTTC	GGCTCGCAGGGATGATTTCAA
CCL2	TTAAAAACCTGGATCGGAACCAA	GCATTAGCTTCAGATTTACGGGT
CCL5	GCTGCTTTGCCTACCTCTCC	TCGAGTGACAAACACGACTGC
CCL7	GCTGCTTTCAGCATCCAAGTG	CCAGGGACACCGACTACTG
CCL20	GCCTCTCGTACATACAGACGC	CCAGTTCTGCTTTGGATCAGC
β-actin	GGCTGTATTCCCCTCCATCG	CCAGTTGGTAACAATGCCATGT

### Tumor Transplantation

1 × 10^5^ BMSCs which were pre-treated with or without 50 ng ml^–1^ IL-17, 10 ng ml^–1^ IFNγ, and 100 nM RA, respectively, or jointly for 12 h before subcutaneously injection with 2.5 × 10^5^ B16F0 into recipient C57BL/6 mice. Tumor size and weight were measured at various time points. Peripheral blood was collected on the 6th and 12th day and resultant tumors were harvested on the 12th day after tumor cell inoculation for further analysis.

### Flow Cytometry

For cell population analysis, cells isolated from peripheral blood and tumors were suspended in staining buffer (PBS, 2% FBS) at a concentration of 2 × 10^6^ cells ml^–1^ and 100 ml of suspension was incubated with fluorescently labeled antibodies for 1 h on ice. Macrophages were gated as CD11b^+^ F4/80^+^. Neutrophils were gated as CD11b^+^ Ly6G^+^. Monocytes were gated as CD11b^+^Gr-1^+^ Ly6G^–^. MDSCs were gated as CD11b^+^Gr-1^+^. Analyses were performed using a flow cytometer (Attune NxT; Thermo Fisher). The immune cell frequency was calculated as the frequency of each immune cell population in total nucleated cells in peripheral blood or total resident nucleated blood cells from tumor site.

### Western Blotting

For immunoblotting analysis, BMSCs incubated with 50 ng ml^–1^ IL-17 for 15, 30, and 60 min or 10 ng ml^–1^ TNFα for 7.5, 15, 30 min were pre-challenged by 100 nM RA for 6 h. Cells were washed with ice-cold PBS, harvested and lysed for 15 min by lysis buffer containing 0.5% TritonX-100 (T9284, Sigma), 20 mM Hepes pH7.4 (H-4034, Sigma), 150 mM NaCl (A100241, Sangon Biotech), 12.5 mM β-glycerophosphate (A500486, Sangon Biotech), 1.5 mM MgCl_2_ (M4880, Sigma), 2 mM EGTA (A600077, Sangon Biotech), and a cocktail of protease inhibitors, Na_3_VO_4_ (A600869, Sangon Biotech), NaF (A500850, Sangon Biotech), and PMSF (A610425, Sangon Biotech). Equal amounts of protein extracts were resolved in 10% SDS-PAGE and transferred to PVDF membranes (IPVH00010, Merck Millipore). The membranes were blocked with 5% non-fat milk in Tris-buffered saline with Tween-20 (TBST, pH 7.6) for 1 h at room temperature before incubated overnight with the primary antibodies (p65 1:1,000, pp65 (Ser536) 1:1,000, IκBα 1:1,000, pIκBα (Ser32) 1:1,000, β-actin 1:1,000) at 4°C and then incubated with the secondary antibodies (rabbit, 1:10,000, W401B, Promega) for 1 h at room temperature. Finally, the blots were detected by enhanced chemiluminescent reagents (Millipore).

### Gene Set Enrichment Analysis (GSEA)

RNA of control MSC and RA pretreated MSCs (100 nM RA for 24 h) were used for RNAseq analysis. Raw data.QZ files were imported into GSEA 3.0 software where background correction and normalization were performed with standard default settings. The.QZ files were combined into one.gct file in GenePattern, then imported into GSEA along with a matching phenotype label file (.cls). GSEA analysis was run with the following parameters: number of permutations = 1,000, collapse dataset to gene symbols = false, permutation type = gene_set, plot graphs for the top sets of each phenotype = 150 (default = 20), gene sets database = h.all.v6.0 symbols.gmt (all hallmarks, version 6), with a phenotype comparison of RA pre-treatment vs. control BMSCs. Leading edge analysis was completed on the Hallmark GSEA output with NF-κB signaling hallmark gene set.

### Statistical Analysis

The statistical analysis was performed using GraphPad Prism 8.0 software. Two-tailed Student’s *t* tests were used for the comparison between two groups (*p < 0.05, **p < 0.01, and ***p < 0.001) and the one-way ANOVAs with Tukey’s multiple comparison tests were used for the comparison between more than two groups (^‡^*p* < 0.05, ^‡‡^*p* < 0.01, ^‡⁣‡‡^*p* < 0.001, and ^‡⁣‡⁣‡‡^*p* < 0.0001). The two-way ANOVAs with Tukey’s multiple comparison tests were used for comparison between more than two groups at various time points (^‡^*p* < 0.05, ^‡‡^*p* < 0.01, ^‡⁣‡‡^*p* < 0.001, and ^‡⁣‡⁣‡‡^*p* < 0.0001). All data are expressed as mean ± *SD*.

## Data Availability Statement

The accession number for the RNA-seq data reported in our manuscript is GEO: GSE169145.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee, SYSU.

## Author Contributions

QL, MiZ, and QX designed and performed most of the experiments and analyzed the data. SX, YL, JC, LY, and LW contributed to animal experiments and all the transcriptional assay. LM, DL, and LJ contributed to the discussion. QL, MiZ, and MeZ wrote the manuscript. MeZ supervised the project. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbuJ.BatuwangalaM.HerbertK.SymondsP. (2005). Retinoic acid and retinoid receptors: potential chemopreventive and therapeutic role in cervical cancer. *Lancet Oncol.* 6 712–720. 10.1016/s1470-2045(05)70319-316129372

[B2] AmatyaN.GargA.GaffenS. (2017). IL-17 signaling: the Yin and the Yang. *Trends Immunol.* 38 310–322. 10.1016/j.it.2017.01.006 28254169PMC5411326

[B3] AustenaaL.CarlsenH.HollungK.BlomhoffH.BlomhoffR. (2009). Retinoic acid dampens LPS-induced NF-kappaB activity: results from human monoblasts and in vivo imaging of NF-kappaB reporter mice. *J. Nutr. Biochem.* 20 726–734. 10.1016/j.jnutbio.2008.07.002 18926686

[B4] BaiX.XiJ.BiY.ZhaoX.BingW.MengX. (2017). TNF-α promotes survival and migration of MSCs under oxidative stress via NF-κB pathway to attenuate intimal hyperplasia in vein grafts. *J. Cell. Mol. Med.* 21 2077–2091. 10.1111/jcmm.13131 28266177PMC5571532

[B5] Barcellos-de-SouzaP.ComitoG.Pons-SeguraC.TaddeiM.GoriV.BecherucciV. (2016). Mesenchymal stem cells are recruited and activated into carcinoma-associated fibroblasts by prostate cancer microenvironment-derived TGF-β1. *Stem Cells* 34 2536–2547. 10.1002/stem.2412 27300750

[B6] BeckermannB.KallifatidisG.GrothA.FrommholdD.ApelA.MatternJ. (2008). VEGF expression by mesenchymal stem cells contributes to angiogenesis in pancreatic carcinoma. *Br. J. Cancer* 99 622–631. 10.1038/sj.bjc.6604508 18665180PMC2527820

[B7] BelloneM.BreviA.HuberS. (2020). Microbiota-propelled T helper 17 cells in inflammatory diseases and cancer. *Microbiol. Mol. Biol. Rev.* 84:e00064-19. 10.1128/MMBR.00064-19 32132244PMC7062199

[B8] BolisM.ParoniG.FratelliM.VallergaA.GuarreraL.ZanettiA. (2020). All-trans retinoic acid stimulates viral mimicry, interferon responses and antigen presentation in breast-cancer cells. *Cancers* 12:1169. 10.3390/cancers12051169 32384653PMC7281473

[B9] ChenL.DiaoL.YangY.YiX.RodriguezB.LiY. (2018). CD38-mediated immunosuppression as a mechanism of tumor cell escape from PD-1/PD-L1 blockade. *Cancer Discov.* 8 1156–1175. 10.1158/2159-8290.cd-17-1033 30012853PMC6205194

[B10] CoffeltS.KerstenK.DoornebalC.WeidenJ.VrijlandK.HauC. (2015). IL-17-producing γδ T cells and neutrophils conspire to promote breast cancer metastasis. *Nature* 522 345–348. 10.1038/nature14282 25822788PMC4475637

[B11] CunninghamT.DuesterG. (2015). Mechanisms of retinoic acid signalling and its roles in organ and limb development. *Nat. Rev. Mol. Cell Biol.* 16 110–123. 10.1038/nrm3932 25560970PMC4636111

[B12] de ThéH. (2018). Differentiation therapy revisited. *Nat. Rev. Cancer* 18 117–127. 10.1038/nrc.2017.103 29192213

[B13] DevalarajaS.ToT.FolkertI.NatesanR.AlamM.LiM. (2020). Tumor-derived retinoic acid regulates intratumoral monocyte differentiation to promote immune suppression. *Cell* 180 1098–1114.e1016. 10.1016/j.cell.2020.02.042 32169218PMC7194250

[B14] EdwardM.MacKieR. (1989). Retinoic acid-induced inhibition of lung colonization and changes in the synthesis and properties of glycosaminoglycans of metastatic B16 melanoma cells. *J. Cell Sci.* 94(Pt 3) 537–543.251729310.1242/jcs.94.3.537

[B15] EliasK.LaurenceA.DavidsonT.StephensG.KannoY.ShevachE. (2008). Retinoic acid inhibits Th17 polarization and enhances FoxP3 expression through a Stat-3/Stat-5 independent signaling pathway. *Blood* 111 1013–1020. 10.1182/blood-2007-06-096438 17951529PMC2214761

[B16] FriedensteinA.ChailakhyanR.GerasimovU. (1987). Bone marrow osteogenic stem cells: in vitro cultivation and transplantation in diffusion chambers. *Cell Tissue Kinet.* 20 263–272. 10.1111/j.1365-2184.1987.tb01309.x 3690622

[B17] FriedensteinA.GorskajaJ.KulaginaN. (1976). Fibroblast precursors in normal and irradiated mouse hematopoietic organs. *Exp. Hematol.* 4 267–274.976387

[B18] FriedensteinA.Piatetzky-ShapiroI.PetrakovaK. (1966). Osteogenesis in transplants of bone marrow cells. *J. Embryol. Exp. Morphol.* 16 381–390.5336210

[B19] GomesA.TeijeiroA.BurénS.TummalaK.YilmazM.WaismanA. (2016). Metabolic inflammation-associated IL-17A causes non-alcoholic steatohepatitis and hepatocellular carcinoma. *Cancer Cell* 30 161–175. 10.1016/j.ccell.2016.05.020 27411590

[B20] GrivennikovS.WangK.MucidaD.StewartC.SchnablB.JauchD. (2012). Adenoma-linked barrier defects and microbial products drive IL-23/IL-17-mediated tumour growth. *Nature* 491 254–258. 10.1038/nature11465 23034650PMC3601659

[B21] GuoY.Pino-LagosK.AhonenC.BennettK.WangJ.NapoliJ. (2012). A retinoic acid–rich tumor microenvironment provides clonal survival cues for tumor-specific CD8(+) T cells. *Cancer Res.* 72 5230–5239. 10.1158/0008-5472.can-12-1727 22902413PMC3766319

[B22] HanX.YangQ.LinL.XuC.ZhengC.ChenX. (2014). Interleukin-17 enhances immunosuppression by mesenchymal stem cells. *Cell Death Differ.* 21 1758–1768. 10.1038/cdd.2014.85 25034782PMC4211372

[B23] HeD.LiH.YusufN.ElmetsC.LiJ.MountzJ. (2010). IL-17 promotes tumor development through the induction of tumor promoting microenvironments at tumor sites and myeloid-derived suppressor cells. *J. Immunol.* 184 2281–2288. 10.4049/jimmunol.0902574 20118280PMC3179912

[B24] JiangW.XuJ. (2020). Immune modulation by mesenchymal stem cells. *Cell Prolif.* 53:e12712. 10.1111/cpr.12712 31730279PMC6985662

[B25] KallioliasG.IvashkivL. (2016). TNF biology, pathogenic mechanisms and emerging therapeutic strategies. *Nat. Rev. Rheumatol.* 12 49–62. 10.1038/nrrheum.2015.169 26656660PMC4809675

[B26] KasperczykH.La Ferla-BrühlK.WesthoffM.BehrendL.ZwackaR.DebatinK. (2005). Betulinic acid as new activator of NF-kappaB: molecular mechanisms and implications for cancer therapy. *Oncogene* 24 6945–6956. 10.1038/sj.onc.1208842 16007147

[B27] KatanovC.LerrerS.LiubomirskiY.Leider-TrejoL.MeshelT.BarJ. (2015). Regulation of the inflammatory profile of stromal cells in human breast cancer: prominent roles for TNF-α and the NF-κB pathway. *Stem Cell Res. Ther.* 6:87. 10.1186/s13287-015-0080-7 25928089PMC4469428

[B28] KfouryY.ScaddenD. (2015). Mesenchymal cell contributions to the stem cell niche. *Cell Stem Cell* 16 239–253. 10.1016/j.stem.2015.02.019 25748931

[B29] KryczekI.WeiS.SzeligaW.VatanL.ZouW. (2009). Endogenous IL-17 contributes to reduced tumor growth and metastasis. *Blood* 114 357–359. 10.1182/blood-2008-09-177360 19289853PMC2714210

[B30] KumarV.PatelS.TcyganovE.GabrilovichD. (2016). The nature of myeloid-derived suppressor cells in the tumor microenvironment. *Trends Immunol.* 37 208–220. 10.1016/j.it.2016.01.004 26858199PMC4775398

[B31] LiC.HanX. (2020). Co-delivery of dacarbazine and all-trans retinoic acid (ATRA) using lipid nanoformulations for synergistic antitumor efficacy against malignant melanoma. *Nanoscale Res. Lett.* 15:113. 10.1186/s11671-020-3293-3 32430641PMC7237551

[B32] LiX.WangS.ZhuR.LiH.HanQ.ZhaoR. (2016). Lung tumor exosomes induce a pro-inflammatory phenotype in mesenchymal stem cells via NFκB-TLR signaling pathway. *J. Hematol. Oncol.* 9:42. 10.1186/s13045-016-0269-y 27090786PMC4836087

[B33] LinL.DuL.CaoK.HuangY.YuP.ZhangL. (2016). Tumour cell-derived exosomes endow mesenchymal stromal cells with tumour-promotion capabilities. *Oncogene* 35 6038–6042. 10.1038/onc.2016.131 27132512PMC5116561

[B34] LocksleyR.KilleenN.LenardoM. (2001). The TNF and TNF receptor superfamilies: integrating mammalian biology. *Cell* 104 487–501. 10.1016/s0092-8674(01)00237-911239407

[B35] MarshallE. A.NgK. W.KungS. H.ConwayE. M.MartinezV. D.HalvorsenE. C. (2016). Emerging roles of T helper 17 and regulatory T cells in lung cancer progression and metastasis. *Mol. Cancer* 15:27. 10.1186/s12943-016-0551-1 27784305PMC5082389

[B36] Martin-OrozcoN.MuranskiP.ChungY.YangX.YamazakiT.LuS. (2009). T helper 17 cells promote cytotoxic T cell activation in tumor immunity. *Immunity* 31 787–798. 10.1016/j.immuni.2009.09.014 19879162PMC2787786

[B37] McLeanK.GongY.ChoiY.DengN.YangK.BaiS. (2011). Human ovarian carcinoma–associated mesenchymal stem cells regulate cancer stem cells and tumorigenesis via altered BMP production. *J. Clin. Invest.* 121 3206–3219. 10.1172/jci45273 21737876PMC3148732

[B38] MiossecP.KornT.KuchrooV. (2009). Interleukin-17 and type 17 helper T cells. *N. Engl. J. Med.* 361 888–898. 10.1056/NEJMra0707449 19710487

[B39] MuccioloG.CurcioC.RouxC.LiW.CapelloM.CurtoR. (2021). IL17A critically shapes the transcriptional program of fibroblasts in pancreatic cancer and switches on their protumorigenic functions. *Proc. Natl. Acad. Sci. U.S.A.* 118:e2020395118. 10.1073/pnas.2020395118 33526692PMC8017922

[B40] MucidaD.ParkY.KimG.TurovskayaO.ScottI.KronenbergM. (2007). Reciprocal TH17 and regulatory T cell differentiation mediated by retinoic acid. *Science* 317 256–260. 10.1126/science.1145697 17569825

[B41] OukkaM. (2008). Th17 cells in immunity and autoimmunity. *Ann. Rheum. Dis.* 67(Suppl. 3) iii26–iii29. 10.1136/ard.2008.098004 19022809

[B42] ParoniG.ZanettiA.BarzagoM.KurosakiM.GuarreraL.FratelliM. (2020). Retinoic acid sensitivity of triple-negative breast cancer cells characterized by constitutive activation of the notch1 pathway: the role of Rarβ. *Cancers* 12:3027. 10.3390/cancers12103027 33081033PMC7650753

[B43] PietrasK.OstmanA. (2010). Hallmarks of cancer: interactions with the tumor stroma. *Exp. Cell Res.* 316 1324–1331. 10.1016/j.yexcr.2010.02.045 20211171

[B44] QianB.PollardJ. (2010). Macrophage diversity enhances tumor progression and metastasis. *Cell* 141 39–51. 10.1016/j.cell.2010.03.014 20371344PMC4994190

[B45] QuanteM.TuS.TomitaH.GondaT.WangS.TakashiS. (2011). Bone marrow-derived myofibroblasts contribute to the mesenchymal stem cell niche and promote tumor growth. *Cancer Cell* 19 257–272. 10.1016/j.ccr.2011.01.020 21316604PMC3060401

[B46] RaziS.Baradaran NoveiryB.Keshavarz-FathiM.RezaeiN. (2019). IL-17 and colorectal cancer: from carcinogenesis to treatment. *Cytokine* 116 7–12. 10.1016/j.cyto.2018.12.021 30684916

[B47] RenG.ZhangL.ZhaoX.XuG.ZhangY.RobertsA. (2008). Mesenchymal stem cell-mediated immunosuppression occurs via concerted action of chemokines and nitric oxide. *Cell Stem Cell* 2 141–150. 10.1016/j.stem.2007.11.014 18371435

[B48] RenG.ZhaoX.WangY.ZhangX.ChenX.XuC. (2012). CCR2-dependent recruitment of macrophages by tumor-educated mesenchymal stromal cells promotes tumor development and is mimicked by TNFα. *Cell Stem Cell* 11 812–824. 10.1016/j.stem.2012.08.013 23168163PMC3518598

[B49] ShenF.GaffenS. (2008). Structure-function relationships in the IL-17 receptor: implications for signal transduction and therapy. *Cytokine* 41 92–104. 10.1016/j.cyto.2007.11.013 18178098PMC2667118

[B50] Sierra-MondragonE.Molina-JijonE.Namorado-TonixC.Rodríguez-MuñozR.Pedraza-ChaverriJ.ReyesJ. (2018). All-trans retinoic acid ameliorates inflammatory response mediated by TLR4/NF-κB during initiation of diabetic nephropathy. *J. Nutr. Biochem.* 60 47–60. 10.1016/j.jnutbio.2018.06.002 30193155

[B51] SongX.DaiD.HeX.ZhuS.YaoY.GaoH. (2015). Growth factor FGF2 cooperates with interleukin-17 to repair intestinal epithelial damage. *Immunity* 43 488–501. 10.1016/j.immuni.2015.06.024 26320657

[B52] SuS.ChenJ.YaoH.LiuJ.YuS.LaoL. (2018). CD10GPR77 cancer-associated fibroblasts promote cancer formation and chemoresistance by sustaining cancer stemness. *Cell* 172 841–856.e816. 10.1016/j.cell.2018.01.009 29395328

[B53] SugitaS.KohnoT.YamamotoK.ImaizumiY.NakajimaH.IshimaruT. (2002). Induction of macrophage-inflammatory protein-3alpha gene expression by TNF-dependent NF-kappaB activation. *J. Immunol.* 168 5621–5628. 10.4049/jimmunol.168.11.5621 12023359

[B54] SunH.ChenJ.WuW.YangY.XuY.YuX. (2020). Retinoic acid synthesis deficiency fosters the generation of polymorphonuclear myeloid-derived suppressor cells in colorectal cancer. *Cancer Immunol. Res.* 9 20–33. 10.1158/2326-6066.cir-20-0389 33177108

[B55] TaniguchiK.KarinM. (2018). NF-κB, inflammation, immunity and cancer: coming of age. *Nat. Rev. Immunol.* 18 309–324. 10.1038/nri.2017.142 29379212

[B56] UccelliA.MorettaL.PistoiaV. (2008). Mesenchymal stem cells in health and disease. *Nat. Rev. Immunol.* 8 726–736. 10.1038/nri2395 19172693

[B57] WangK.KimM.Di CaroG.WongJ.ShalapourS.WanJ. (2014). Interleukin-17 receptor a signaling in transformed enterocytes promotes early colorectal tumorigenesis. *Immunity* 41 1052–1063. 10.1016/j.immuni.2014.11.009 25526314PMC4272447

[B58] WangL.YiT.KortylewskiM.PardollD.ZengD.YuH. (2009). IL-17 can promote tumor growth through an IL-6-Stat3 signaling pathway. *J. Exp. Med.* 206 1457–1464. 10.1084/jem.20090207 19564351PMC2715087

[B59] WangY.ChenX.CaoW.ShiY. (2014). Plasticity of mesenchymal stem cells in immunomodulation: pathological and therapeutic implications. *Nat. Immunol.* 15 1009–1016. 10.1038/ni.3002 25329189

[B60] WuP.WuD.NiC.YeJ.ChenW.HuG. (2014). γδT17 cells promote the accumulation and expansion of myeloid-derived suppressor cells in human colorectal cancer. *Immunity* 40 785–800. 10.1016/j.immuni.2014.03.013 24816404PMC4716654

[B61] YuP.HuangY.XuC.LinL.HanY.SunW. (2017). Downregulation of CXCL12 in mesenchymal stromal cells by TGFβ promotes breast cancer metastasis. *Oncogene* 36 840–849. 10.1038/onc.2016.252 27669436PMC5311419

[B62] ZhangH.RosdahlI. (2005). Expression profiles of Id1 and p16 proteins in all-trans-retinoic acid-induced apoptosis and cell cycle re-distribution in melanoma. *Cancer Lett.* 217 33–41. 10.1016/j.canlet.2004.07.033 15596294

How the deposited data were processed for this re-analysis (not part of the article)

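RNA sequencing of 6 mouse BMSC cultures, 3 control and 3 treated with RA, was taken up from the values the authors deposited, which are raw counts of reads per gene, 1 table per library, not normalized. How the authors aligned and counted the reads, and the genome build, are not named in the paper's text or the sample labels. Samples were assigned to treatment and replicate from their labels and from the paper. The replicate numbers, 1 to 3 in each group, come from the labels, which do not say whether same-numbered cultures were handled together.

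Of the 25722 gene identifiers, 25706 were found in GENCODE release M21 (GRCm38), which gave coordinates, transcript lengths and GC content. In the tables, 24 gene names had been turned into dates and were replaced by the symbols of that release.

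The counts were analysed in R 4.3.3. The main comparison used edgeR 4.0.16, with TMM scaling, the filterByExpr filter, which kept 13842 genes, and the quasi-likelihood F test of the 3 RA-treated against the 3 control libraries, without covariates. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 1.5-fold change, since the paper's text names no threshold and the lines drawn in Fig. 4D stand near that fold. Standard errors were derived from the log2 fold change and the F statistic. Log2 CPM used a prior count of 2. Gene lists were tested with GSEA's weighted running sum on signal-to-noise, with 1000 gene-set permutations, and with camera of limma 3.58.1 at its default inter-gene correlation of 0.01. The genes named in the text are those the paper names, the members of lists of NF-κB members, NF-κB targets, retinoid response genes, macrophage markers and mesenchymal stem cell markers, and the called genes with the smallest p in each direction whose RA-treated libraries all lay on one side of the controls. These designs, lists and rules were set before the data were examined.

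The alternatives set at that point were leaving out each library, the replicate block, DESeq2 1.42.0, scaling by library size or upper quartile, a minimum of 10 counts in every library or 1 count in any, other thresholds, edgeR's likelihood ratio test, other GSEA rankings, weights and lists, and fry in place of camera. Pseudocounts for normalized values were not needed, as the tables hold counts. Chosen after the data were examined were the library set as a covariate, all 9 ways of leaving out 1 library of each group, the unadjusted DESeq2 counts over all listed genes, signal-to-noise on linear values with a floor on the SD of 0.2 of the mean, and a list of 20 cell division genes.

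The test was tried on simulated data with 200 of 13842 genes changed. With the spread seen between the libraries of a group, it recovered 0% of genes changed 2-fold and 79.5% of genes changed 4-fold. With the smaller spread seen within the library sets, it recovered 79.5% of genes changed 2-fold and 96% of genes changed 4-fold. It also called unchanged genes, 16 beside 159 changed ones for 4-fold changes with the larger spread. With the smaller spread it called 9 unchanged genes for 2-fold and 13 for 4-fold changes. Genes were drawn independently, without a difference between library sets, and fitted without a covariate. The simulation therefore does not describe the fit with the library set as a covariate. Totals between 14737636 and 18511905 counts per library leave little counting error for the genes named, apart from those near 3 counts, and such errors cover counting only, since reads copied by PCR are not independent molecules. The genes Ccl20, Thy1, Nt5e, Stra6 and Lrat fell below the filter and were not tested. The qPCR, immunoblot and animal experiments were not analysed here.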

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

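The tests of the library sets, of the sample labels and of other splits of the libraries were chosen after the results were seen. Adamts15, Cyp26b1, Prss35, Cd38 and Piezo2, whose expression in these BMSCs the paper's text does not report (its discussion cites CD38 only for leukemia cells), stood higher in every RA-treated library than in every control library, with log2 fold changes of 5.54, 4.35, 2.83, 2.43 and 2.10. They are the 5 upregulated genes at an edgeR adjusted p under 0.05, beside the downregulated Igsf10.

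Of the technical explanations, library size was tested by thinning all libraries to the smallest total of 14737636 counts, after which all 6 genes were still called (6 of 6). A swap of labels was tested with the list of retinoid response genes, 10 of which were tested. Their median was higher by 1.33 (log2) in RA-treated 3 than in control 2, the libraries that lie nearest to the other treatment, above 100% of 10000 random lists matched on expression, which goes against those labels being swapped. All 6 genes changed at least 1.5-fold in the same direction in both library sets (6 of 6), but as genes called over all libraries they were bound to come close to this. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many differentially expressed genes, as many in the more frequent direction (1 of 4) and as many in the other (1 of 4), and with 4 splits the share cannot be under 0.25. Of the 6 other splits, which each part 1 pair, 1 gave as many: the library set split, with 2553 genes. That split and the treatment are not the same grouping, since each set holds both treatments. With 4 splits this count cannot decide whether the pattern is a chance result, although the 3 other such splits called 0 genes. The edgeR adjusted p of the 6 genes lay between 0.00207 and 0.0434 in the main fit. They were selected by this p, so its being under 0.05 is no further support. With the library set as a covariate, a set drawn from the same expression values, their edgeR adjusted p lay between 9.14e-06 and 0.002. Their DESeq2 adjusted p was at most 1.11e-12. These fits used the same libraries, so they are not separate evidence against chance. Without one library, Cyp26b1 lost its edgeR call in 1 of 6 fits, Cd38, Adamts15, Prss35 and Piezo2 each in 5, and Igsf10 in 6. Induction by RA remains a hypothesis for the 5 upregulated genes. For Cyp26b1 the log2 fold change was 4.26 and 4.14 within the sets. With the library set as a covariate its edgeR adjusted p was 9.14e-06, and with DESeq2 it was 9.62e-79. It ran from 2.06e-05 to 0.0548 in the edgeR quasi-likelihood fits chosen beforehand. That range leaves out the fits without one library of each group, some of which called 0 genes, so that Cyp26b1 lost its call there. Reads shared with paralogs were not tested.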

How the results depend on the processing

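The number of detected genes stayed within 1.5 times of 13842 under every alternative but the one without a filter, where it was 25722. The counts of differentially expressed genes moved with most settings. From 6 genes (5 up, 1 down), they went to 136 (98 up, 38 down) with DESeq2, to 134 (93 up, 41 down) with edgeR's likelihood ratio test, to 491 (295 up, 196 down) with an unadjusted p, and to 20 (17 up, 3 down) without a filter. With the replicate block 4 were up and 0 down, and with scaling by library size alone 6 were up and 0 down. With the library set as a covariate, chosen after the data were examined, 213 genes were called, 103 up and 110 down. The 6 fits that each left out one library gave 0 to 6 genes, 0 to 6 up and 0 down. The cause was not tested for these moves, other than that the covariate removes the spread between the sets. With no fold threshold, at least 2-fold, a minimum of 10 counts, or upper-quartile scaling, the counts stayed within 1.5 times. The scalings moved the median log2 fold change of all genes by under 0.1, from -0.02 with TMM to 0.03 with library size alone.

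The number of heatmap genes lower after RA at an adjusted p under 0.05 was 0 under each alternative set beforehand for which it was computed, and with DESeq2 the smallest adjusted p of the 12 genes was 0.911. It was not computed with the likelihood ratio test. The fits that each left out one library gave 0. For the NF-κB members, the enrichment score kept its sign and stayed under p 0.05 (gene-set permutation) in every such alternative, from -2.00 to -1.51 when one library was left out, and their median log2 fold change from -0.16 to -0.11. Of those alternatives, only limma's fry put the members' median of -0.10 above the threshold, at 0.0728. For the targets, the score was -1.43 with the replicate block, -1.38 with at least 10 counts and -1.37 without the 12 heatmap genes, each above a permutation p of 0.05 (0.0611, 0.0714 and 0.06). With one library left out the targets' score ran from -1.50 to -0.82. Its permutation p was above 0.05 without control 1, control 2, RA-treated 2 or RA-treated 3 (0.171, 0.756, 0.158 and 0.268). The targets' median of -0.21 had a limma p of 0.448 with fry and 0.0729 without the 12 genes, and ran from -0.29 to 0.13 with one library left out, so its sign depended on which libraries were used. The value above 0 came from the fit without control 2, the only control of set 1, and in the split of the 6 libraries by set the targets' median was higher by 0.53 in set 1. With the library set as a covariate, the score was -1.80 (permutation p = 0.0129) and the median -0.27 (limma's camera, 3.2e-06). For the other moves the cause was not tested.

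The retinoid response median was above 0 under each alternative run. It was 0.39 with at least 10 counts in every library, which kept 7 of its genes, and ran from 1.74 to 2.18 with one library left out. The macrophage marker median ran from -0.28 to 0.037 with one library left out and was 0.020 with the library set as a covariate. The log2 fold change of Ccl2 was 0.040 with the replicate block and ran from -1.04 to 2.06 with one library left out, with both signs.

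Over the 9 fits that left out one library of each group, chosen after the data were examined, differentially expressed genes ran from 0 to 2757 (0 to 1440 up, 0 to 1317 down), and with DESeq2 at an unadjusted p over all listed genes from 126 to 1484 up and 90 to 1370 down, against 395 and 225 over the 6 libraries. Heatmap genes lower ran from 0 to 3, detected genes from 13854 to 14027, the members' score from -1.85 to -0.98 and median from -0.19 to -0.072, the targets' score from -1.81 to 1.07 and median from -0.39 to 0.22, the retinoid median from 1.58 to 2.27, and the macrophage median from -0.42 to 0.065.

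Some single genes changed sign. With the replicate block, Irak4 had a log2 fold change of -5.0e-05, Ccl5 0.013 and Nos2 0.31. With library size alone, Traf6 had 0.014. With the library set as a covariate, Traf6 had 0.0082, Birc2 0.067, Cd274 0.011 and Cxcl10 -0.28. With one library left out, the ranges were -0.20 to 0.043 for Birc2, -1.13 to 1.58 for Ccl5, -0.88 to 1.80 for Ccl7, -0.056 to 1.01 for Cxcl10, -1.34 to 0.56 for Cxcl9, -0.14 to 0.013 for Ikbkb, -0.12 to 0.15 for Irak4, -0.63 to 1.98 for Nos2, -0.053 to 0.12 for Tab3 and -0.071 to 0.039 for Traf6. Beyond these, DESeq2 brought 4 of the single genes past an adjusted p of 0.05 (Rarb, Cyp26a1, Crabp2 and Tgm2), the covariate brought 4 (Ccl7, Rarb, Cyp26a1 and Tgm2), and edgeR without a filter brought 2 (Rarb and Tgm2, adjusted p = 0.0241 and 0.0415). The replicate block put 3 of the called genes (Cd38, Piezo2 and Igsf10) above it, and scaling by library size alone put Igsf10 above it. Of the 6 called genes, Igsf10 lost its call in all 6 fits without one library, Cd38, Adamts15, Prss35 and Piezo2 each in 5, keeping it only without RA-treated 3, and Cyp26b1 in 1. With 3 libraries per group and this spread, the simulation recovered 0% of 2-fold changes, so changes of that size were not detectable over the pooled libraries.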

Differences from the paper's values

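The paper reports 1474 upregulated and 1393 downregulated genes, where 5 and 1 were called here over all 6 libraries. None of the alternatives set before the data were examined closed either gap, the nearest being an unadjusted p with at least 1.5-fold change, with 295 and 196 genes. Since the labels speak of 2 replicates, all 9 ways of leaving out 1 control and 1 RA-treated library were run, a choice made after seeing the values. With control 1 and 3 against RA-treated 1 and 2, edgeR called 1440 genes up and 1317 down at an adjusted p under 0.05 and 1.5-fold, and DESeq2 gave 1484 up and 1370 down at an unadjusted p under 0.05 and 1.5-fold over all listed genes, chosen after seeing the values. The other 8 ways gave at most 1 gene with edgeR. The pair of libraries left out in that case is the one that crosses the library sets, so the comparison it leaves is also a comparison of set 2 with set 1.

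For GSEA, the paper's normalized enrichment score for its NF-κB set is about -1.1 in Fig. 4E, read by eye, with a p of about 0.28. Here the members' score was -1.94 (gene-set permutation p = 0.001) and the targets' score -1.45 (gene-set permutation p = 0.0386). Neither list is the paper's hallmark set, so which lies nearer to it is open. For the members, none of the alternatives set before the data were examined gave the paper's values. Over them, the members' score lay between -2.32 and -1.51 and the permutation p between 0.001 and 0.0379. The targets' score ran from -1.78 (unweighted running sum) to -0.82 (without control 2). Without RA-treated 3 it was -1.12 (gene-set permutation p = 0.268). Over the 9 ways of leaving out 1 library of each group, chosen after seeing the values, the members' score ran from -1.85 to -0.98, on both sides of the paper's. The way whose gene counts came near the paper's was control 1 and 3 against RA-treated 1 and 2. There the members' score was -1.47 (gene-set permutation p = 0.076). The targets' score was 1.07 (gene-set permutation p = 0.331) and their median log2 fold change 0.22, higher after RA.

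The paper states that major elements of the NF-κB pathway were downregulated, and its heatmap shows the genes lower after RA. Here 10 of the 12 genes had a lower mean, and 0 passed an edgeR adjusted p of 0.05 over the 6 libraries, under every alternative set before the data were examined for which the count was computed. With control 1 and 3 against RA-treated 1 and 2, a choice made after seeing the values, 3 of the 12 were lower at an adjusted p under 0.05.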

Other observations

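The tests of the library sets with retinoid genes, cell division genes and macrophage markers, those of library subsets, of the NF-κB targets within sets and of the splits for the heatmap genes, and that of macrophage content, were chosen after the result was seen. The 2 library sets cross the treatment labels. Set 1 is control 2 with RA-treated 1 and 2, and set 2 is control 1 and 3 with RA-treated 3. Split this way, 2553 genes were called by edgeR, against 6 between the treatments. A swap of control 2 with RA-treated 3 would make the sets equal to the treatments, but the retinoid response genes were higher by a median of 1.33 (log2) in RA-treated 3, and Cyp26b1 had 5.96 CPM in control 2 and 87.1 in RA-treated 3. After thinning to the smallest total, 2545 genes were called, so depth was not the cause. With limma, 2551 genes were called before and 2639 after correction for GC content, and 2578 after correction for transcript length. Without the 13 genes that were among the 10 highest in any library, edgeR called 2545. The 20 cell division genes had a median higher by 1.96 (log2) in set 1, above 100% of 10000 random lists, with median CPM of 17.4, 44.1 and 18.3 in controls 1 to 3 and 67.5, 69.2 and 15.3 in RA-treated 1 to 3. The macrophage markers were lower in set 1 by -0.43, above only 1.78% of random lists. A candidate explanation is that the cultures differed in how many cells were dividing or in their mix of cells, but since the sets were drawn from expression itself, these differences cannot separate a cause from a consequence, and a batch of culture or library preparation cannot be told apart from them, as the labels give none.

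The paper's counts of up- and downregulated genes lie within 1.5 times of those from 1 of the 9 ways of leaving out 1 library per group (control 1 and 3 against RA-treated 1 and 2), and not of those from the 6 libraries. A comparison of 2 libraries per group may underlie them, and the labels' mention of 2 replicates would be in line with this. In that comparison treatment and library set cannot be told apart. The targets' score was 1.07 there, so NF-κB target genes did not rank toward lower expression after RA.

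NF-κB target genes were lower after RA in both library sets, with a median log2 fold change of -0.40 in set 1 and -0.11 in set 2 (the higher of the 2, -0.11, under 0). A comparison within a set holds the set constant, and with the library set as a covariate the median was -0.27. Each set has a single library in one group, so the direction within a set rests on that library. Of the 4 splits that part every same-numbered pair, 3 gave as large a targets' score, 3 as large a targets' median, 1 as large a members' score and 1 as large a members' median. Over all 10 splits of the libraries these counts were 5, 6, 1 and 2. For the other lists, 1 of the 4, the real one, gave as large a retinoid median (1.98, against 0.56, 0.63 and -0.25 in the others), and 3 gave as large a macrophage median. As the real split had 0 heatmap genes lower, all 4 splits had as many by construction, which shows nothing. With 4 splits the share cannot be under 0.25 whatever the data, so these counts alone cannot tell any of the results apart from chance.

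The myelocyte-recruiting chemokines, which the paper measured by qPCR under IL-17 and IFNγ, were also read in these cultures without cytokines. Ccl2 had 12.5, 157.1 and 12.1 CPM in controls 1 to 3 and 93.5, 51.1 and 7.23 in RA-treated 1 to 3, a log2 fold change of -0.26 (standard error 1.21, edgeR adjusted p = 0.961). It was lower after RA by -1.18 within set 1 and -0.75 within set 2, and with the library set as a covariate by -0.98 (edgeR adjusted p = 0.105, and 0.952 to 0.992 in the fits without it over all 6 libraries). Ccl7 fell by 1.33 on the log2 scale with that covariate (edgeR adjusted p = 0.0181, against 0.943 to 0.985 in the fits without it over all 6 libraries), and was lower in both sets. Ccl5 had a log2 fold change of -0.56 (standard error 1.05, edgeR adjusted p = 0.899), was lower by -1.52 within set 1 and higher by 0.07 within set 2, and had -0.98 with the covariate (edgeR adjusted p = 0.298). Ccl20 had at most 12 counts in a library. Among the immunosuppressive genes, Nos2, Cd274, Cxcl9 and Cxcl10 had edgeR adjusted p-values of 0.977, 0.837, 0.808 and 0.883.

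The retinoid response genes followed the labels. Rarb, which encodes a retinoic acid receptor, rose from 0.370 ± 0.288 to 5.84 ± 1.28 CPM (SD, n = 3 each), with all 3 RA-treated libraries above all controls, although the edgeR adjusted p was 0.156.

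The macrophage markers had median CPM between 743 and 1268 in the 6 libraries, at or above the 99.1 percentile of tested genes in each, while the mesenchymal stem cell markers stood between the 72.8 and 89.1 percentile. In control cultures the means of the 14 macrophage markers ran from 249.9 CPM (Cd68) to 7317 CPM (Lyz2), and those of the 9 tested stem cell markers from 0.483 CPM (Lepr) to 1053 CPM (Col1a1). The lists overlap in level, with Col1a1, Itgb1 (813 CPM), Cxcl12 (408 CPM) and Cd44 (288 CPM) within the range of the macrophage markers. Pdgfrb (82.7 CPM), Eng (44.2 CPM), Ly6a (36.1 CPM) and Pdgfra (11.4 CPM) lay below that range in control cultures, as did Lepr. Thy1 and Nt5e fell below the filter, with at most 7 and 21 counts in a library. RNA from macrophages in the cultures may be a source of the macrophage marker signal, but no reference of purified cells was at hand. The 99.1 percentile alone does not tell macrophages from stromal cells that express the same genes. But the 14 markers were all high together, among them Adgre1 (5759 CPM), Csf1r (1115 CPM), C1qa (1081 CPM) and Ptprc (617 CPM) in control cultures. Pdgfra, Lepr, Thy1 and Nt5e were low or below the filter, although Col1a1 and Cxcl12 were not. As a set, these values argue against stromal cells as the only source of the macrophage markers. How much RNA came from each cell type was not measured. If macrophages were present beside stromal cells, an NF-κB change could not be assigned to either cell type.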
